A study of Danio rerio with 8 samples.

How the data were processed

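CUT&Tag, an assay in which an antibody guides a transposase to the chromatin around a bound protein and the released DNA fragments are sequenced, was run on zebrafish (Danio rerio) embryos at the bud stage, with 120 embryos per replicate per the series' design text. One transgenic line carried Her1 fused to the yellow fluorescent protein YFP, and the other carried Her7 fused to YFP together with a her1 reporter. The 8 samples comprised, for the Her1-YFP line, an anti-GFPpoly, an anti-Venus, an anti-H2AZ and a negative-control library, and, for the Her7-YFP line, 2 anti-GFP libraries, an anti-H2AZ library and a negative-control library. Groups and replicate numbers were taken from the sample titles. Peak lists of 2 samples were used: that of the Her1-YFP anti-GFPpoly sample (the Her1 list) and that of the first Her7-YFP anti-GFP replicate (the Her7 list). The other 6 samples were not analysed here. The libraries were sequenced in paired-end mode with 76-bp reads, on a NextSeq instrument for the Her1-YFP line and on a MiSeq instrument for the Her7-YFP line, per the labels' protocols, so the line and the sequencer cannot be told apart in any comparison of the lists.

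The deposited files are narrowPeak tables that the authors made with MACS2 at a q threshold of 0.01, per the file names and the peak names in the files. The aligner, the read filters, the treatment of duplicate reads, the control library, the pooling of antibodies or replicates, the MACS2 version and the genome build are not stated. Each row holds a position, a summit, a fold enrichment at the summit, which is a ratio over the local background that the authors' caller estimated, and a −log10 p-value and a −log10 q-value, all as deposited. The deposited integer score is the −log10 q-value multiplied and cut to a whole number, and it was not used further. The fold enrichment and the −log10 values are the authors' own. They were used to describe, rank and filter peaks within a list, to correlate ranks across shared peaks, and to compute the pileups and backgrounds described below, which were compared between the lists. The sequence names include the 25 numbered chromosomes, the mitochondrial genome, unplaced scaffolds and alternate contigs (a second version of part of a chromosome). The gene table at hand described the assembly GRCz12tu, and 0 of its 49597 genes lay on sequences named like the contigs of the lists. Its coordinates were therefore not used, and peaks are given by position, as deposited and counted from 1, with no gene name. For the same reason the planned shares of peaks at promoters, exons and introns, the E-box motif counts at summits and the count of segmentation-clock genes with a peak were not computed. Most peaks named in the text follow a rule fixed before the data were examined: the 5 peaks with the highest −log10 q in each list, and the 5 shared peaks for which the lower of the 2 lists' percentile ranks by −log10 q was highest. The peaks of the assembled chromosome 15 and the strongest list-specific peaks were chosen after the values had been seen.

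The depth of the libraries is not stated. The number of fragments stacked at each summit (the pileup) and the background behind it were therefore computed from the deposited fold and −log10 p. MACS2's formulas were used, in which the fold is the pileup plus 1 divided by the background plus 1, and p is the upper tail of a Poisson distribution. The deposited values have 6 significant digits. For each pileup tried the background was solved from the fold, so the fold was met by construction and only p was tested. Across all 2061 Her1 and all 5591 Her7 peaks, a whole-number pileup gave back the deposited −log10 p within a relative tolerance of 3e-05. Among the peaks with a −log10 p under 100, pileups midway between whole numbers did so for 0.206% of the Her1 list and 0.259% of the Her7 list. On 1000 simulated peaks the procedure returned 100% of the pileups exactly. The simulated fold enrichments and backgrounds spanned a narrower range than those of the lists, whose fold enrichments reached 1081 and 6484. The simulation therefore does not test the pileups of the strongest peaks or of the mitochondrial peaks. The lowest background in a list, which MACS2 derives from the coverage of the treated library over the genome, is called the floor. Floors are comparable between the lists only if both were called with the same genome size setting, which is not stated. They also take in fragments of the strongest peaks and of the mitochondrial genome. Summit pileups on the latter reached 1643 in the Her1 list and 13230 in the Her7 list. How much these add to each floor was not computed, so the ratio of the floors may differ from that of coverage at ordinary nuclear peaks.

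A peak counted as shared when it overlapped a peak of the other list by at least 1 bp. Shares are given with exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only, since neighbouring peaks and copied reads are not independent. Overlap was set against 10000 random placements of the same peaks on the same numbered chromosome, from its first base to the last peak end in either list. Overlap counting returned 30.2% for 2061 simulated Her1 peaks of which 30% had been planted on simulated Her7 peaks. Each line has 1 list, so there is no replicate error and no p-value for any comparison between the lines. The alternative settings, also chosen in advance, were a −log10 q of at least 5, merging summits within 250 bp, numbered chromosomes only, a reciprocal overlap of 50%, summits at most 100 bp apart, equal numbers of the strongest peaks, and −log10 q as the measure of strength. Added after the data were seen were peaks whose background was at most 10 times the floor, pileup as the measure of strength, placements shifted by 10 to 100 kb, and 100 binomial thinnings of the Her7 pileups to the coverage of the Her1 library, keeping peaks that reached the lowest −log10 p of the Her1 list (6.12). Thinning treats each fragment of a pileup as independent, and the range over draws covers counting error only. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9.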

Results

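Her1 and Her7 are transcriptional repressors of the basic helix-loop-helix family that take part in the zebrafish segmentation clock, the oscillator that times the formation of somites. The series addresses how clock-driven waves of Tbx6 relate to somite boundaries, and the CUT&Tag libraries profiled the chromatin occupied by YFP-tagged Her1 or Her7 in whole embryos at the bud stage. The data consisted of 1 list of MACS2 peaks for each tagged protein. The Her1 list was attached to the Her1-YFP sample made with the anti-GFPpoly antibody, and the Her7 list to the first Her7-YFP sample made with the anti-GFP antibody. Whether other libraries of the line were pooled into either list is not stated. There was no replicate list in either line, so differences between the lists have no replicate check.

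The Her1 list held 2061 peaks and the Her7 list 5591 peaks, a ratio of 2.71. Peak widths were alike. The median width was 389 bp (interquartile range 317 to 534) in the Her1 list and 399 bp (302 to 554) in the Her7 list, and the peaks covered 1055 kb and 2933 kb in total. The authors' fold enrichment at the summit had a median of 8.58 (interquartile range 5.81 to 13.4) in the Her1 list and 11.0 (6.09 to 25.9) in the Her7 list. The median −log10 q was 12.1 in the Her1 list and 33.9 in the Her7 list. Peak numbers moved most when only peaks whose background was at most 10 times the floor were kept, to 1342 in the Her1 list and 3409 in the Her7 list.

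The number of fragments behind the peaks differed between the lists. The background floor was 0.0330 fragments per position in the Her1 list and 0.1687 in the Her7 list, a ratio of 5.11. The median pileup at a summit was 11 fragments (interquartile range 7 to 22) in the Her1 list and 40 fragments (16 to 88) in the Her7 list. The weakest peaks rested on 3 fragments in the Her1 list and on 4 in the Her7 list. In the Her1 list 955 peaks (46.3%) had a pileup of at most 10 fragments, against 860 (15.4%) in the Her7 list. When the Her7 pileups were thinned to 19.6% of their size, which is the ratio of the floors, a median of 3554 Her7 peaks (range 3503 to 3622 over 100 draws) still reached the weakest −log10 p of the Her1 list.

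**Figure D1:**
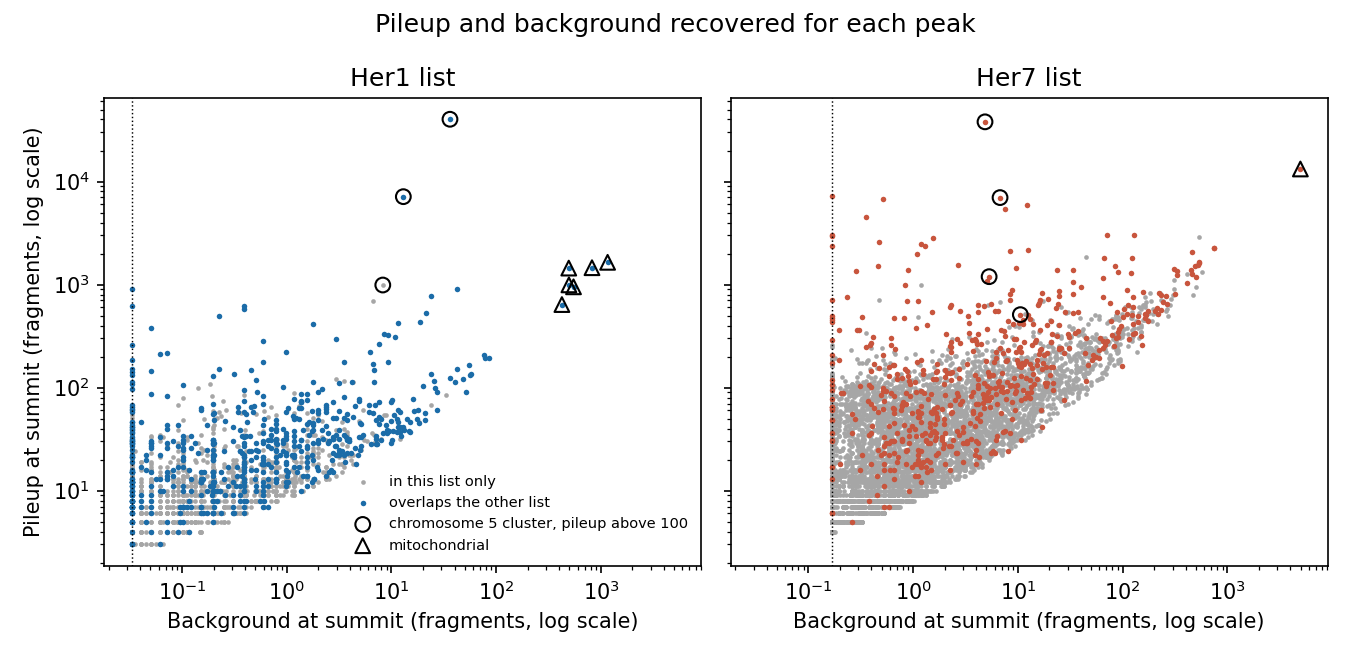
Each point is a peak of the Her1 list (left) or Her7 list (right), with the background at its summit on the x axis and the pileup on the y axis, both in fragments on log scales; coloured points overlap the other list, grey points do not, and the dotted line is the floor. The floor lies at 0.0330 in the Her1 list and 0.1687 in the Her7 list, mitochondrial peaks (triangles) have the highest backgrounds, and the strong peaks of the chromosome 5 cluster (circles) reach pileups of 40207 and 37955.

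Most peaks lay on the 25 numbered chromosomes: 1739 in the Her1 list (84.4%, 95% interval 82.7 to 85.9) and 4733 in the Her7 list (84.7%, 83.7 to 85.6). Alternate contigs held 248 Her1 peaks (12.0%, 10.7 to 13.5) and 643 Her7 peaks (11.5%, 10.7 to 12.4). Unplaced scaffolds held 68 Her1 peaks and 214 Her7 peaks. The mitochondrial genome held 6 Her1 peaks and 1 Her7 peak. Along the chromosomes, taken up to the last peak in either list, the Her1 list had a median of 1.25 peaks per Mb, with 0.83 on chromosome 6 as the lowest value and 1.76 on chromosome 21 as the highest. The Her7 list had a median of 3.44 peaks per Mb, with 2.26 on chromosome 1 as the lowest and 5.15 on chromosome 4 as the highest.

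Whether the 2 clock proteins occupied the same sites was addressed by the overlap of the lists. Of the 2061 Her1 peaks, 604 (29.3%, 95% interval 27.3 to 31.3) overlapped a Her7 peak. Of the 5591 Her7 peaks, 573 (10.2%, 9.47 to 11.1) overlapped a Her1 peak. The share for the Her1 list moved most when only peaks with a background of at most 10 times the floor were compared, to 12.4% (10.7 to 14.3). Among the 604 Her1 peaks and their strongest Her7 partners, the summits lay a median of 113 bp apart, and 45.7% lay at most 100 bp apart. In the 167 pairs with a background within that limit in both lists, the median was 80 bp and the share 58.7%. On the numbered chromosomes 493 Her1 peaks overlapped a Her7 peak. Random placement of the same 1739 peaks gave a median of 6 overlapping peaks and at most 19 in 10000 placements, so the observed number was 82.2 times the median. In the other direction 471 of 4733 Her7 peaks overlapped, against a median of 6 and at most 20 for placed peaks (78.5 times the median). Placements that shifted each peak by 10 to 100 kb gave a higher median, 45 overlapping Her1 peaks with at most 67, and the observed 493 was 11.0 times that median.

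Overlap was higher for stronger peaks in both lists. In the weakest decile of the Her1 list by −log10 q, 30 of 207 peaks (14.5%, 95% interval 10.0 to 20.0) overlapped a Her7 peak, and in the strongest decile 137 of 206 did (66.5%, 59.6 to 72.9). In the Her7 list the shares were 11 of 560 peaks (1.96%, 0.985 to 3.49) and 209 of 559 peaks (37.4%, 33.4 to 41.5). Of the 73 Her1 peaks with a pileup above 100 fragments, 67 overlapped a Her7 peak (91.8%, 83.0 to 96.9). Of the 1109 Her7 peaks with such a pileup, 324 overlapped a Her1 peak (29.2%, 26.6 to 32.0). This cut took 73 of 2061 Her1 peaks but 1109 of 5591 Her7 peaks, so the 2 shares do not compare equally strong parts of the lists. The median fold enrichment was 11.7 (interquartile range 6.88 to 22.0) for shared and 7.74 (5.81 to 11.3) for list-specific Her1 peaks. It was 17.2 (8.47 to 43.1) for shared and 10.4 (6.02 to 24.7) for list-specific Her7 peaks. The fold enrichment was above the median of the whole list for 65.1% (61.1 to 68.9) of the shared Her1 peaks and 65.8% (61.7 to 69.7) of the shared Her7 peaks. The first of these shares moved most, to 80.1%, when pileup replaced fold enrichment as the measure. Across the 604 pairs, Spearman's rho between the 2 lists was 0.47 for −log10 q and 0.59 for fold enrichment. Across the 167 pairs with a background of at most 10 times the floor in both lists, it was 0.50 and 0.48. These correlations run across peaks, which are not independent replicates.

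**Figure D2:**
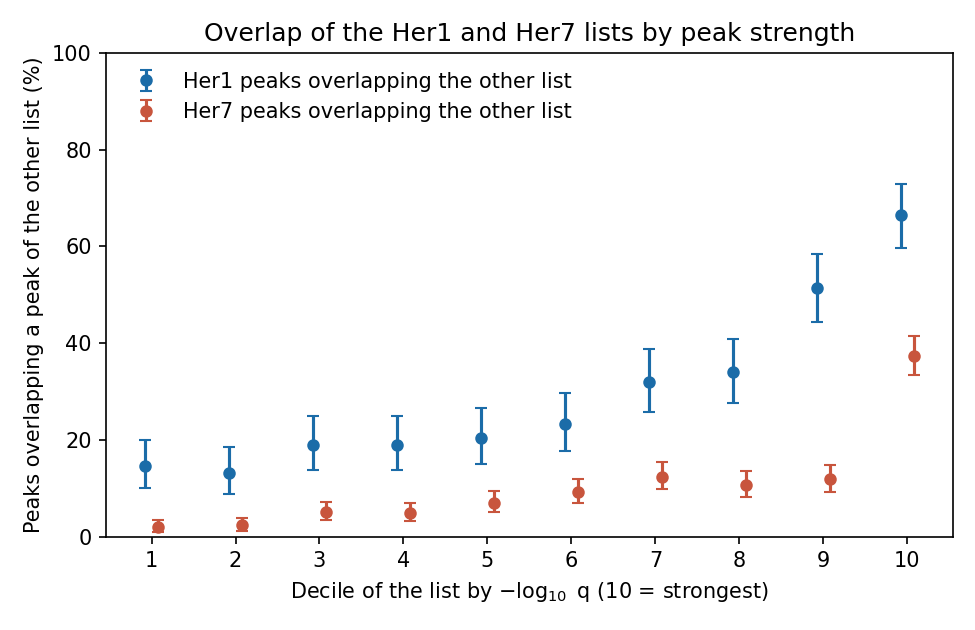
The y axis gives the percentage of peaks that overlap a peak of the other list by at least 1 bp, and the x axis the decile of the list by the authors' −log10 q, with 10 the strongest; points are shares and bars are exact 95% binomial intervals. The share rises from 14.5% to 66.5% in the Her1 list and from 1.96% to 37.4% in the Her7 list.

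Over all pileups, overlap was higher for peaks with a higher background. Of the Her1 peaks with a background above 10 times the floor, 357 of 719 (49.7%, 95% interval 45.9 to 53.4) overlapped a Her7 peak, against 247 of 1342 (18.4%, 16.4 to 20.6) at lower backgrounds. For Her7 peaks the numbers were 355 of 2182 (16.3%, 14.7 to 17.9) and 218 of 3409 (6.39%, 5.60 to 7.27). The 157 Her1 peaks with a background above 100 times the floor overlapped at 76.4% (69.0 to 82.8). Among peaks with a pileup above 100 this difference was not seen. Those with a background of at most 10 times the floor overlapped in 18 of 19 cases in the Her1 list (94.7%, 74.0 to 99.9) and in 72 of 243 cases in the Her7 list (29.6%, 24.0 to 35.8), against 91.8% and 29.2% for all peaks with such a pileup.

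The strongest peak of both lists lay on chromosome 5, with its summit at the same base, 68805441. In the Her1 list it extended from 68802800 to 68809533, with a fold enrichment of 1081 and a pileup of 40207 fragments over a background of 36.2. In the Her7 list it extended from 68802876 to 68810861, with a fold enrichment of 6484 and a pileup of 37955 over a background of 4.85. A second shared peak on chromosome 5 had summits at 68797487 in the Her1 list (fold enrichment 510, pileup 7127) and 68797489 in the Her7 list (fold enrichment 900, pileup 6981). The background at these peaks was raised in both lists, to 1096 and 393 times the floor in the Her1 list and to 28.8 and 40.1 times the floor in the Her7 list.

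**Figure D3:**
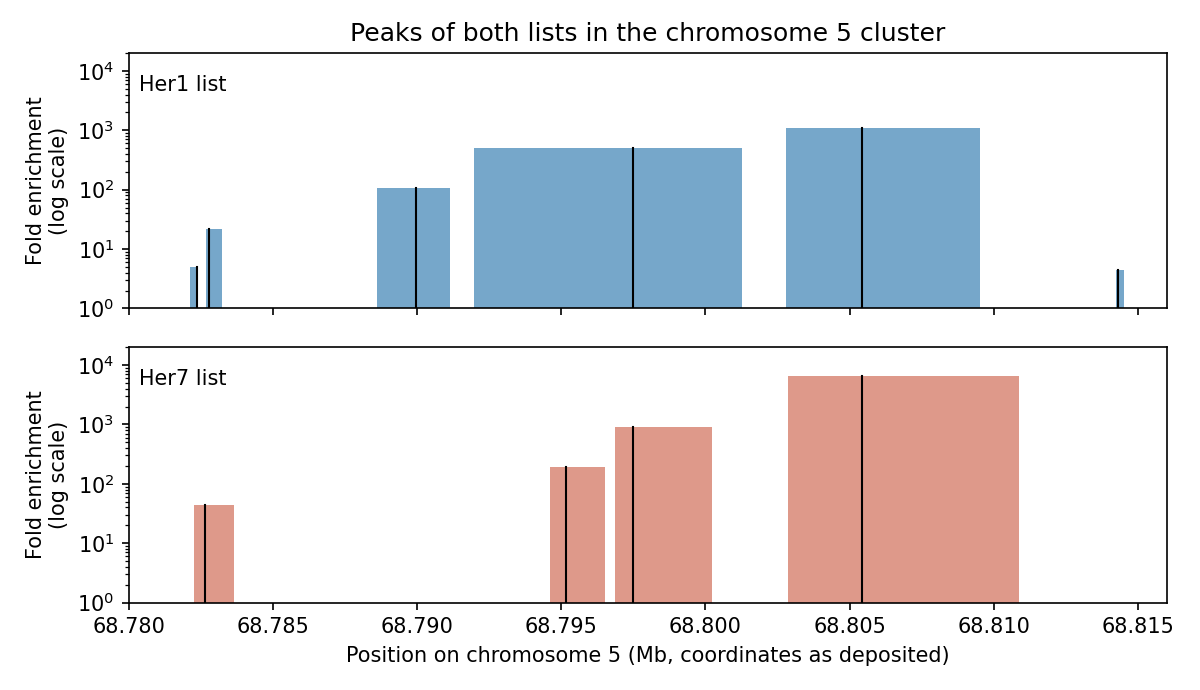
Peaks of the Her1 list (top) and Her7 list (bottom) in the chromosome 5 cluster, in coordinates as deposited; each bar spans a peak from start to end, its height is the authors' fold enrichment on a log scale starting at 1, and the black line marks the summit. The tallest peak has its summit at 68805441 in both lists, with fold enrichments of 1081 and 6484.

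The third strongest shared peak lay on chromosome 8. Its summit was at 46937605 in the Her1 list, with a fold enrichment of 878 and a pileup of 906 fragments at the floor of the background. In the Her7 list its summit was at 46937600, with a fold enrichment of 4450 and a pileup of 6738. The other 2 of the 5 strongest shared peaks were on alternate contigs of chromosome 15. On CHR_ALT_CTG15_1_15 the summits were at 20508194 in the Her1 list (fold enrichment 598) and 20508132 in the Her7 list (fold enrichment 631). On CHR_ALT_CTG15_2_3 they were at 20521032 in the Her1 list (fold enrichment 449) and 20521069 in the Her7 list (fold enrichment 3349). The assembled chromosome 15 carried peaks at nearly the coordinates of the latter pair, with summits at 20521109 in the Her1 list (fold enrichment 136) and 20519282 in the Her7 list (from 20518156 to 20521583, fold enrichment 2534.5). A further strong peak of chromosome 15 had summits at 20471065 in the Her1 list (fold enrichment 416) and 20471066 in the Her7 list (fold enrichment 443). Contig and chromosome may hold the same sequence, so these peaks are not counted as separate loci with any certainty. The second strongest Her7 peak lay on chromosome 11 from 41998680 to 41999739, with a fold enrichment of 6225 and a pileup of 7274 fragments at the floor, and it overlapped a Her1 peak.

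The 3 strongest peaks found in 1 list only were looked up after the values had been seen. In the Her1 list they lay on chromosome 5 from 68788607 to 68791157 (fold enrichment 107), beside the shared peaks described above, on chromosome 13 from 52160787 to 52161187 (fold enrichment 89.3) and on chromosome 14 from 32966217 to 32966943 (fold enrichment 93.0). The first 2 had backgrounds of 250 and 203 times the floor. In the Her7 list they lay on chromosome 9 from 52900047 to 52901306 (fold enrichment 447), on the unplaced scaffold KN150493.1 from 12889 to 13132 (fold enrichment 39.9, background 267 times the floor) and on chromosome 11 from 41971644 to 41972250 (fold enrichment 487).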

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

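The test in this part was chosen after the result was seen. The Her1 list contained 6 peaks on the mitochondrial genome and the Her7 list 1, although the comparisons concern nuclear chromatin. The number of peaks does not measure the mitochondrial signal, because the single Her7 peak was wider than the 6 Her1 peaks combined. The 6 Her1 peaks covered 12620 bp, with fold enrichments of 1.42 to 2.93, and the Her7 peak covered 16445 bp with a fold enrichment of 2.66. At most 1.46% of the Her1 list and 1.57% of the Her7 list had a lower fold enrichment than the highest of these values. A candidate explanation is that the many copies of the mitochondrial genome per cell give deep coverage, at which small differences from the background pass the q threshold. The background at the Her1 peaks was at least 12842 times the floor, and at the Her7 peak 29531 times, as this explanation requires. No biological explanation was tested. All 7 peaks count as shared, so they add 6 of the 604 shared Her1 peaks.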

How the results depend on the processing

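The 8 results were recomputed under 41 alternatives: 16 stayed within the interval of the reported value (or within 1.5 times a count) and 25 moved beyond it. A peak number or an overlap share has no direction that could change. The results on random placement and on peak strength kept theirs under every alternative. The settings with the background limit, thinning, shifted placement and pileup were chosen after seeing the data. No paired analysis was possible because each line has 1 peak list, and no replicate could be left out for the same reason. The settings chosen in advance that need gene positions or the genome sequence (placement by distance to start sites or outside gaps, and those of genomic location, motif and gene list) were not run.

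Peak numbers stayed within 1.5 times under the stricter q, the merging of summits and the restriction to numbered chromosomes. Merging changed neither number. Keeping backgrounds of at most 10 times the floor gave 1342 Her1 and 3409 Her7 peaks, and thinning left 3554 Her7 peaks. The background limit equals 0.330 fragments in the Her1 list and 1.69 in the Her7 list, so it is the stricter of the 2 in absolute terms for Her1. The Her7 list was the longer under every alternative applied to both lists.

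The share of Her1 peaks that overlapped Her7 peaks was 29.3%. It was 16.4% with a reciprocal overlap of 50%, 13.5% with summits at most 100 bp apart, 20.3% with equal numbers of the strongest peaks, 12.4% under the background limit and 25.5% with the Her7 list thinned. The share of Her7 peaks was 10.2% and became 6.06%, 4.97%, 18.7%, 4.72% and 13.9% under the same settings. The falls under the first 2 settings follow from their stricter definition. Equal numbers and thinning shortened only the Her7 list, so the Her1 share could only fall. Both settings dropped weaker Her7 peaks, which overlapped less often, and the Her7 share rose accordingly. The cause of the changes under the background limit was not tested. The stricter q and the restriction to numbered chromosomes left both shares within their intervals.

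The observed overlap was 82.2 times the median random placement for the Her1 list and 78.5 times for the Her7 list. Summits at most 100 bp apart gave 226 times in both directions, a coarse ratio because the median placement had 1 such peak. Shifts of 10 to 100 kb gave 11.0 times in both directions, and such shifts under the background limit gave 9.54 times for Her1 and 9.92 times for Her7. The observed number was above every one of the 10000 placements under each of these settings.

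Shared peaks lay above the median strength of their list in 65.1% (Her1) and 65.8% (Her7) of cases. With −log10 q the shares were 70.5% and 79.4%, with pileup 80.1% and 78.5%, and under the background limit 73.1% and 72.0%. All of them stayed above the 50% that no relation would give. The Her1 list is limited in what it can show at weak sites, since 46.3% of its peaks rest on at most 10 fragments. Whether a shallower library is the reason is not settled, because the depth is not stated.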

Other observations

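The tests on strong Her7 peaks absent from the Her1 list, on the chromosome 5 cluster, on the source of the background and on the alternate contigs were chosen only after the results were seen.

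The Her7 list was 2.71 times as long as the Her1 list, and its floor was 5.11 times as high. After the Her7 pileups were thinned to the Her1 coverage, 1.72 times as many peaks as in the Her1 list remained. This does not settle whether coverage accounts for the whole difference. The floors are comparable only under the same genome size setting, and they also count mitochondrial fragments and those of the strongest peaks. Thinning treats each fragment as an independent molecule, so copies of fragments in the pileups would leave too many peaks. Coverage therefore stays open, as do the sequencer, the antibody and the protein, which also differ between the lists, and the pooling of libraries, which is not stated for either list.

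The overlap between the lists was examined for 2 technical sources. If regional peak density were the source, peaks shifted by 10 to 100 kb would overlap as often, but the observed overlap of Her1 peaks was 11.0 times the median of such shifts. If shared regions of high background were the source, peaks at low background would overlap no more than shifted ones, but they did so 9.54 times as often as the median (124 of 1113 Her1 peaks, against at most 26 in 10000 shifted placements). Both values argue against these as the whole source. Of the shared Her1 peaks 59.1% had a background above 10 times the floor, against 24.8% of the list-specific ones, but this split ignores pileup. Among peaks with a pileup above 100, low-background peaks overlapped as often as all such peaks (94.7% and 91.8% in the Her1 list, 29.6% and 29.2% in the Her7 list). Whether high background adds to the overlap of weaker peaks stays open. A low-background overlap could reflect common binding or chromatin that is open to the transposase in both lines, and the lists cannot separate these.

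Strong Her7 peaks were often absent from the Her1 list. Of 243 Her7 peaks with a pileup above 100 and a background of at most 10 times the floor, 171 had no Her1 peak. Thinning does not test lower coverage of the Her1 library as the cause: 100% of these peaks passed in every draw, but the choice of pileups above 100 fixed that outcome. A less complete library could miss such sites. Another candidate explanation is that many of these pileups consist of repeated copies of few fragments, as after amplification of a sparse library. Such stacks would be as narrow as weak peaks. The 171 peaks had a median width of 336 bp (interquartile range 267 to 524), against 338 bp for low-background Her7 peaks with a pileup of at most 10 and 642 bp (389 to 1157) for the 72 shared peaks of the same class. The shared peaks were also higher, with a median pileup of 267 against 116. In the next class, pileups of 51 to 100, pileups were alike (medians of 66 and 70) and the contrast was smaller, at 406 bp for 49 shared and 363 bp for 627 list-specific peaks. Across low-background peaks, Spearman's rho between width and pileup was 0.05 for list-specific and 0.31 for shared peaks of the Her7 list, and 0.13 and 0.48 in the Her1 list, so this contrast is not particular to Her7. In the Her1 list, low-background peaks with pileups of 51 to 100 had a median width of 1048 bp when list-specific (12 peaks) and 581 bp when shared (13 peaks), opposite in direction to the Her7 list. The widths thus do not decide between repeated fragments, lower coverage and sharp binding sites of Her7 alone. Fragment positions would decide, and they were not analysed here.

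The strong peaks of chromosome 5 between 68782257 and 68810861 combined high pileup with a raised background. The table for assembly GRCz12tu places her1 and her7 side by side on chromosome 5, with 0 protein-coding genes between them, and both lines carry transgenes built on these genes. That this cluster is the her1-her7 locus is a hypothesis, because positions in the 2 builds were not matched. Background at the strong cluster peaks was at least 28.8 times the floor in the Her7 list and 250 times in the Her1 list. Other peaks of pileup above 100 and at least the same fold enrichment had medians of 3.36 and 1.85 times. Of the 307 such peaks elsewhere in the Her7 list, 93.5% had a background below the lowest of the cluster. The others did not: the chromosome 15 peak with its summit at 20471066 was at 73.1 times the floor, above every strong peak of the cluster. This comparison cannot show that the cluster's background is unusual, because requiring a high fold enrichment itself excludes high backgrounds unless the pileup is very high. Without any such requirement, 537 of 5591 Her7 peaks and 157 of 2061 Her1 peaks had a background above 100 times the floor. Extra transgene copies could raise the background, but no value separates them from other sources, so they stay untested. Leakage of treated fragments into the background library at a fixed rate is argued against, because the second peak of the cluster in the Her7 list (pileup 6981) had 40.1 times the background of the chromosome 11 peak of like pileup (7274). Copies would raise pileup and background alike only if the background library came from the same line, which is not stated. In that case copies alone would not account for the fold enrichment, which was at least 44.2 at the strong cluster peaks. With a background library from elsewhere, copies could raise the pileup alone, so they stay open as a source of the enrichment. Accessible chromatin in the background library remains open, and so does binding at this locus as the source of the enrichment.

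The background values bear on how the peaks were called, which the labels do not state. In the Her7 list a peak with a pileup of 7274 sat at the floor. Had the background come from the treated library's own 10-kb surroundings, as MACS2 does without a control, those fragments would have to be 0.232 bp long to leave it there, and 0.364 bp for the highest such peak of the Her1 list. The backgrounds were not constant either, so a separate control library is the candidate explanation. Which library it was cannot be read from the lists.

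Some peaks of alternate contigs repeat a peak of the chromosome they stand for. In the Her7 list 106 of 643 contig peaks (16.5%) had the same width and summit offset as a peak on their own chromosome within 2 Mb, against 0.25 pairs per other chromosome. In the Her1 list there were 18 of 248, against 0.375. The median ratio of contig to chromosome fold enrichment in these pairs was 1.00 in the Her7 list and 0.833 in the Her1 list. This is consistent with identical sequence in contig and chromosome. One locus is then listed more than once, and if fragments with several matches were divided between copies, its fold enrichment would be too low on each. How such fragments were treated is not stated.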
